A study of Mus musculus with 3 samples.

How the data were processed

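Chromatin accessibility was measured by ATAC-seq, which inserts sequencing adapters into open DNA with the Tn5 transposase, in 3 libraries of mouse embryonic stem cells derived from the CGR8 line. The groups were taken from the labels, with 1 library in each: cells expressing Halo-Sox2, cells expressing Halo-Sox2a, and control cells without an inducible transgene. There were no replicates, so no difference between libraries could be set against a replicate error, and no p-value was computed.

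Per the labels' protocols, Halo-Sox2 was induced with 300 ng/mL and Halo-Sox2a with 70 ng/mL doxycycline for 20 h, the Halo tag was stained with 50 nM of a fluorescent ligand, and cells were sorted with the same intensity gate for both proteins. Also per the labels' protocols, about 50000 cells entered each transposition with Tn5 made in the laboratory, and the libraries were sequenced as 75-bp read pairs. The labels name no doxycycline dose for the control and do not say whether its cells were stained or sorted.

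The deposited data were 3 peak lists, each giving a chromosome, start, end, peak name and score per peak. The score is the authors' own whole number for each peak, deposited without a stated scale, and it was used only to describe, rank and filter peaks within a list. The peak caller, its threshold, the aligner, any shift of read ends for the transposase and the genome build are stated neither in the labels nor in the lists. The authors' peak names carry the name of a single library each, so peaks were called per library and not on pooled reads. The names of the deposited lists carry the word noblacklist, and the last peak number in the names exceeded the number of peaks by 50 for Halo-Sox2, 51 for Halo-Sox2a and 51 for the control. The lowest score was 13 in every list.

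The depth of each library is unknown, because reads and coverage were not analysed here. The number of called peaks moves with depth and with signal-to-background, so a peak missing from a list may lie just under its threshold. Wilson 95% confidence intervals on shares of peaks or regions cover counting error only, and neighbouring peaks are not independent.

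Positions were converted to 1-based coordinates. A peak was shared when it overlapped a peak of the other list by at least 1 bp, and the background of chance overlaps was measured by moving the other list by 100 kb. Union regions were formed by merging overlapping peaks of the 3 lists and were classed by the lists holding a peak there. Both gains were read against the same control list, so the pair-only classes were set beside 1000 draws in which the library labels were permuted within each region. Ranks and percentiles were taken within a list, with rank 1 and the highest percentile for the highest score. For lists of equal size, the 72638 highest-scoring peaks of each list were kept.

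Gene positions came from a RefSeq gene table of the mouse assembly GRCm38.p6 with 49997 genes, 21900 of them protein-coding. As a check of the build, 29.1% of the regions held by all 3 lists had a midpoint within 1 kb of an end of a protein-coding gene, against 5.15% after a shift of 100 kb, and the ratio was between 3.57 and 15.9 in each of 40 segments made by splitting the regions of each of the 19 autosomes and X at their median position. On this basis the table was used to name genes near peaks, and all coordinates given are those of the deposited lists. The table gives no strand, exons or untranslated regions, so the planned distance to a transcription start site was replaced by the distance to either end of a gene, 1 kb for gene-end shares and 50 kb for gene loci. A region inside a gene could not be assigned to an exon or an intron. The planned counts of SOX and SOX-OCT motifs were not run, because no genome sequence was used here.

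Except where stated, the tests, the alternatives and the rule for the genes and regions named were fixed before the data were examined. Named regions are the 3 with the highest within-list rank in each of 4 classes (Halo-Sox2 only, Halo-Sox2a only, both of these without the control, and control only). Where both lists held the region, the mean score percentile was used in place of the planned mean rank. Named loci are Sox2, Pou5f1, Nanog, Klf4, Esrrb and Fgf4. Lists of 20 pluripotency, 16 neural, 12 trophoblast and 12 mesendoderm genes were summed by class and set against 10000 random gene lists of the same size, matched on the number of union regions within 50 kb, and every listed gene was found in the table. Ptpdc1 and Ppp2r5a were singled out after their values were seen. Pgk1 was chosen after the peak over Sox2 had been seen and before its own scores were, because its promoter is a common part of expression vectors.

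The alternatives covered the overlap that counts as shared (at least 50% of the shorter peak, at least 50% of both peaks, or a gap of up to 500 bp), stricter score thresholds, lists of equal size, autosomes only, a gene-end distance of 2.5 kb and protein-coding genes only. The shares by score decile, the regions above a percentile in both lists of a pair, and the alternatives for the top decile were chosen after seeing the data. So were the tests of a low score, of depth, of calls missed in the control and of the wide peak in Ptpdc1. The tests of the peaks over Sox2 and Pgk1 were chosen after those peaks had been seen. Overlap, union, distance and permutation code was tested on simulated cases with known answers, and the overlap code also against bedtools on the deposited lists. In all, 24 of 24 checks passed. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with bedtools 2.31.1 used to test the overlap code.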

Results

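Accessible chromatin was profiled by ATAC-seq in mouse embryonic stem cells to ask how the disordered, charged parts of a transcription factor bear on its search for sites and its ability to open chromatin. The factor was Sox2, a pluripotency factor, fused to the self-labelling Halo tag and expressed from a doxycycline-inducible transgene. The line SES4.1 carried Halo-Sox2 and was given 300 ng/mL doxycycline for 20 h, and the line SES5.1 carried Halo-Sox2a, a form that the labels name and do not describe, and was given 70 ng/mL for 20 h. Cells of both lines were sorted within the same window of Halo fluorescence. The control line SES11, also derived from CGR8, had no inducible transgene. Each group had 1 library, without replicates, so every difference given here is between 3 libraries and not between replicated conditions. The depth of the libraries is unknown. Peak scores are the authors' and served only to describe and rank peaks within a list.

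The Sox2 gene was examined first, because 2 of the lines carried a Sox2 transgene. In the Halo-Sox2a list, a peak of 950 bp over the gene (chromosome 3, 34650416 to 34651365) had a score of 12707 and ranked 2 of 83995 peaks. In the Halo-Sox2 list, the highest peak over the gene (34650496 to 34651336, 841 bp) had a score of 400 and ranked 16305 of 88898, at percentile 81.7. The control peak over the gene (34649641 to 34650963, 1323 bp) had a score of 120 and ranked 25825 of 72638, at percentile 64.5. A lower Halo-Sox2 peak over the gene (34649651 to 34650161, 511 bp) had a score of 66, at percentile 21.9. Peaks beside the gene within 20 kb lay between percentiles 36.4 and 55.6 in the Halo-Sox2a list (5 peaks). They lay between 0.944 and 72.2 in the Halo-Sox2 list (11 peaks) and between 41.3 and 87.5 in the control list (5 peaks). The peak over the gene thus set the Halo-Sox2a library apart from the control. The rank of the highest such peak in the Halo-Sox2 library gave no comparable check of that label.

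**Figure D1:**
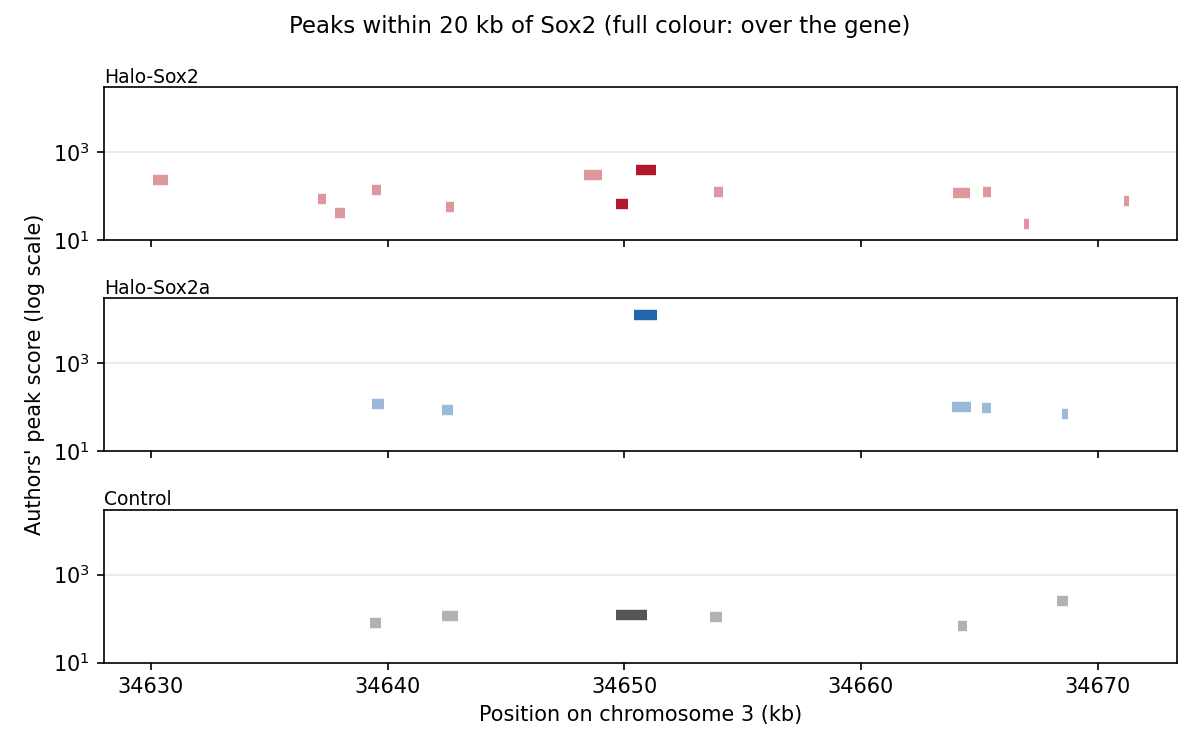
Peaks within 20 kb of Sox2 on chromosome 3, with position in kb on the horizontal axis and the authors' score on a log scale on the vertical axis, 1 panel per library and full colour for peaks over the gene. The highest peak over the gene had a score of 12707 in the Halo-Sox2a list, 400 in the Halo-Sox2 list and 120 in the control list. The scale of the scores is not stated and may differ between lists.

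The lists differed in size. The Halo-Sox2 list held 88898 peaks covering 51.2 Mb, with a median width of 493 bp (quartiles 314 and 751 bp). The Halo-Sox2a list held 83995 peaks covering 49.1 Mb, with a median width of 486 bp (quartiles 315 and 757 bp). The control list was the smallest, with 72638 peaks covering 39.9 Mb and a median width of 455 bp (quartiles 296 and 713 bp). The median score was 149 in the Halo-Sox2 list, 101 in the Halo-Sox2a list and 85 in the control list. Keeping only peaks with a score at least 2 times the lowest left 86690, 77165 and 68209 peaks in the Halo-Sox2, Halo-Sox2a and control lists, in the same order of size, although such a minimum treats the scores as if they had a common scale.

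The first comparison asked how chromatin in cells expressing Halo-Sox2 differed from the control. Of the 88898 Halo-Sox2 peaks, 43843 (49.3%, 95% Wilson interval 49.0 to 49.6%) overlapped no control peak. In the other direction, 27234 of the 72638 control peaks (37.5%, 37.1 to 37.8%) overlapped no Halo-Sox2 peak. Overlaps by chance were few, since 4.43% of the Halo-Sox2 peaks overlapped a control peak after a shift of 100 kb, against 50.7% at their own positions. By length, the lists shared 24.8 Mb of the 66.2 Mb covered by either, or 37.5%. The alternative that moved the share of Halo-Sox2 peaks outside the control most was the restriction to Halo-Sox2 peaks above percentile 75 by score, which gave 34.8%.

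The same comparison for Halo-Sox2a gave smaller shares on both sides. Of the 83995 Halo-Sox2a peaks, 28039 (33.4%, 33.1 to 33.7%) overlapped no control peak, and 15957 of the control peaks (22.0%, 21.7 to 22.3%) overlapped no Halo-Sox2a peak. After the shift, 4.75% of the Halo-Sox2a peaks overlapped a control peak, against 66.6% at their own positions. The lists shared 30.2 Mb of 58.8 Mb by length, or 51.4%, the highest of the 3 pairs. Above percentile 75 by score, 4.91% of the Halo-Sox2a peaks lay outside the control list. The share of peaks outside the control was 15.9 percentage points higher for Halo-Sox2 than for Halo-Sox2a, and the counting intervals did not overlap. That difference was between 14.8 and 29.9 points under the 7 alternatives tried, and no replicates were at hand to measure how far libraries of a single line differ.

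The direct comparison of both proteins found 34396 Halo-Sox2 peaks (38.7%, 38.4 to 39.0%) without a Halo-Sox2a peak and 29705 Halo-Sox2a peaks (35.4%, 35.0 to 35.7%) without a Halo-Sox2 peak. After the shift, 5.46% and 5.75% of the peaks overlapped the other list. The lists shared 30.7 Mb of 69.6 Mb, or 44.2%. With lists of equal size the unshared shares were 37.2% and 37.1%, which equal sizes force to be close, because the number of shared peaks was nearly the same from either side (54502 Halo-Sox2 and 54290 Halo-Sox2a peaks with all peaks). For query peaks above percentile 75 by score they were 20.9% for Halo-Sox2 and 3.63% for Halo-Sox2a.

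Merging the 3 lists gave 130664 union regions. All 3 lists held 41984 of them (32.1%). Among regions held by a single list, 31777 were of Halo-Sox2 alone (24.3%), 15998 of Halo-Sox2a alone (12.2%) and 13282 of the control alone (10.2%). With lists of equal size the order of the last pair changed, to 24879 for Halo-Sox2 alone, 16962 for the control alone and 11568 for Halo-Sox2a alone. Median score percentiles were 38.7 for regions of Halo-Sox2 alone, 19.3 for Halo-Sox2a alone and 18.5 for the control alone, each within its own list. Regions of all 3 lists had median percentiles of 61.5, 72.3 and 68.0 in the Halo-Sox2, Halo-Sox2a and control lists.

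Regions gained with both proteins, present in the Halo-Sox2 and Halo-Sox2a lists and absent from the control list, numbered 11695. The Halo-Sox2a and control lists alone shared 13444 regions, and the Halo-Sox2 and control lists alone shared 2484. Because both gains share a control, the 27623 regions held by exactly 2 lists were compared with permuted library labels, which gave a mean of 9208 regions per pair (middle 95% of draws, 9059 to 9366). The class gained with both lay above that range with all peaks. With lists of equal size it numbered 8318 and lay below the permuted range of 8407 to 8706, while the Halo-Sox2a and control pair, with 15246, lay above it and the Halo-Sox2 and control pair, with 2121, far below it. With the peaks above percentile 50 of every list, the class gained with both numbered 5562 and lay above the permuted range of 4658 to 4864, as did the Halo-Sox2a and control pair, with 7762, while the Halo-Sox2 and control pair, with 965, lay below it. Permuted labels give each pair the same expected number, so a pair's position also depends on the size of the other pairs. Among regions above percentile 75 in both lists of a pair, the gained class held 596, the Halo-Sox2a and control pair 274 and the Halo-Sox2 and control pair 5.

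**Figure D2:**
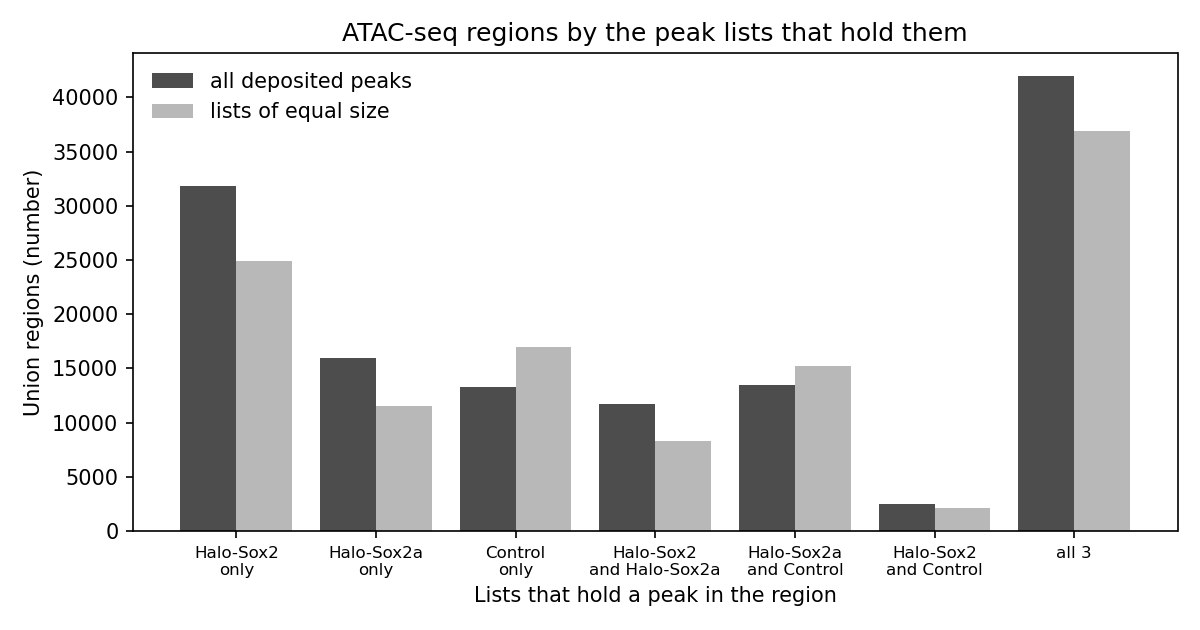
Number of union regions by the lists that hold a peak there, with dark bars for all deposited peaks and light bars for lists of equal size (72638 peaks each). Regions of Halo-Sox2 alone fell from 31777 to 24879 with equal sizes and regions of the control alone rose from 13282 to 16962.

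The share of peaks found in no other list depended on the score in all 3 lists. In the highest-scoring decile, 1271 of 8889 Halo-Sox2 peaks (14.3%, 13.6 to 15.0%) had no counterpart in either other list. The same decile held 3 such peaks of 8399 in the Halo-Sox2a list (0.0357%, 0.0121 to 0.105%) and 6 of 7263 in the control list (0.0826%, 0.0379 to 0.180%). In the lowest-scoring decile the shares were 51.7%, 56.5% and 56.0% for Halo-Sox2, Halo-Sox2a and the control. In the top decile, 30.9% of the Halo-Sox2 peaks were outside the control list, and 16.6% were shared with Halo-Sox2a alone. Of the top Halo-Sox2a decile, 1.51% lay outside the control list. Requiring a reciprocal overlap of 50%, an alternative chosen after seeing the data, raised the Halo-Sox2 share without a counterpart from 14.3% to 20.6%, the Halo-Sox2a share from 0.0357% to 0.917% and the control share from 0.0826% to 0.95%.

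**Figure D3:**
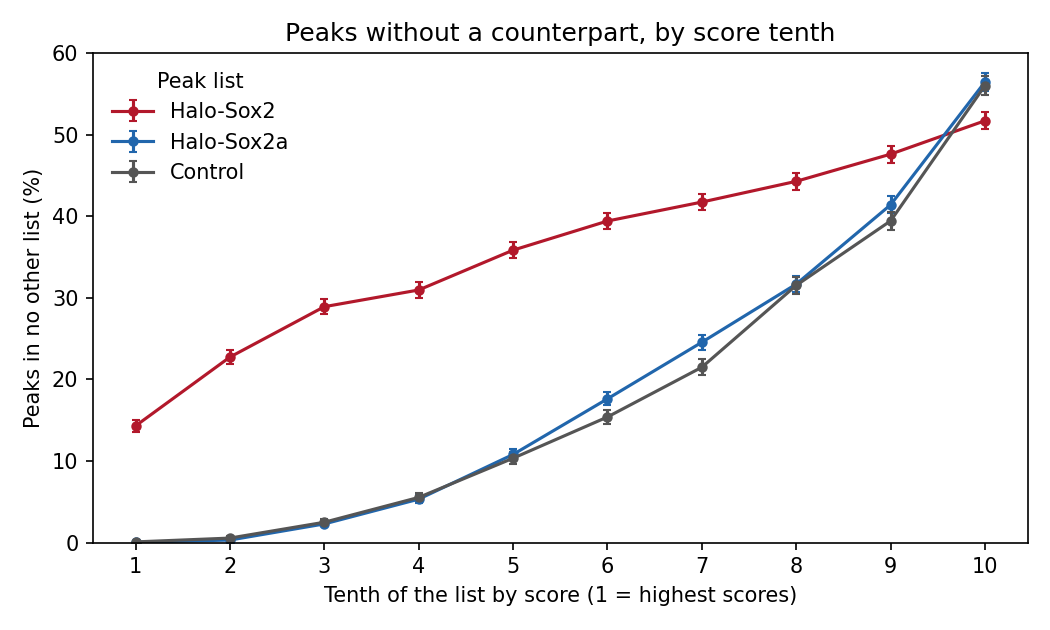
Percent of peaks in no other list by score decile (1 for the highest scores), with a line for each list and bars for 95% Wilson intervals. The Halo-Sox2 line started at 14.3% and ended at 51.7%, while the Halo-Sox2a and control lines started under 0.1% and ended at 56.5% and 56.0%.

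The position of the regions relative to genes differed between classes. Of the regions held by all 3 lists, 35.0% (34.5 to 35.4%) had their midpoint within 1 kb of an end of a gene, against 9.15% after a shift of 100 kb. Among the 59470 regions gained over the control, held by either or both transgene lists only, the share was 8.0% (7.79 to 8.22%), against 7.47% after the shift. It was 6.67% (6.40 to 6.95%) for Halo-Sox2 alone, against 6.78% after the shift, a difference within the counting interval. For Halo-Sox2a alone it was 9.44% (9.0 to 9.90%) against 8.59%, for both proteins without the control 9.66% (9.14 to 10.2%) against 7.82%, and for the control alone 9.65% (9.16 to 10.2%) against 7.24%. With a distance of 2.5 kb the share of gained regions rose to 17.3%. Midpoints inside a gene made up 59.7% of the regions of Halo-Sox2 alone, 60.4% of those of Halo-Sox2a alone, 63.7% of those gained with both, 51.4% of those of the control alone and 65.5% of those in all 3 lists.

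The highest-ranked regions of Halo-Sox2 alone lay on chromosome 8 from 8408761 to 8409715, with the non-coding gene Gm31135 nearest (rank 40, score 1839), on chromosome 8 from 29049237 to 29050151, inside Unc5d (rank 87, score 1598), and on chromosome 13 from 113525327 to 113526099, inside the non-coding gene Gm34528 (rank 112, score 1534). The top regions of Halo-Sox2a alone ranked much lower in their list. They lay on chromosome 6 from 82666488 to 82667089, nearest to Gm32425 (rank 4511, score 496), on chromosome 3 from 154072107 to 154072508, inside Slc44a5 (rank 6282, score 435), and on chromosome 10 from 52343426 to 52343863, inside the pseudogene Gm6627 (rank 8265, score 383). The top regions of the control alone lay on chromosome 3 from 129837923 to 129838365, inside Cfi (rank 3250, score 385), and on chromosome 14 from 82466638 to 82467121, nearest to Gm19050 (rank 4488, score 342), and from 99778573 to 99779114, nearest to Gm22970 (rank 4913, score 331).

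Among regions gained with both proteins, the top region lay on chromosome 2 from 3963695 to 3964799, outside genes and nearest to Frmd4a. It ranked 33 in the Halo-Sox2 list, with a score of 1875, and 70 in the Halo-Sox2a list, with a score of 1249. The next lay on chromosome 8 from 120671731 to 120672337, inside Cox4i1, and ranked 240 (score 1389) and 1249 (score 726) in the same lists. The third lay on chromosome 6 from 94952078 to 94952722, outside genes and nearest to 4930511E03Rik, and ranked 457 (score 1247) and 1962 (score 650).

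Of the loci chosen in advance, Sox2 had 17 union regions within 50 kb, of which 6 were of Halo-Sox2 alone, 2 of Halo-Sox2a alone, 2 of both without the control and 4 of all 3 lists. Pou5f1 had 17 regions, with 7 in all 3 lists, 1 of Halo-Sox2 alone, 4 of Halo-Sox2a alone and 3 of both proteins. Nanog had 21 regions, with 9 in all 3 lists, 2 of Halo-Sox2 alone, 3 of Halo-Sox2a alone and 1 of both proteins. Klf4 had 13 regions, with 5 in all 3 lists, 4 of Halo-Sox2 alone, 1 of Halo-Sox2a alone and 1 of both proteins. Esrrb had 20 regions, with 7 in all 3 lists, 1 of Halo-Sox2 alone, 6 of Halo-Sox2a alone and 1 of both proteins. Fgf4 had 20 regions, with 9 in all 3 lists, 2 of Halo-Sox2 alone, 1 of Halo-Sox2a alone and 3 of both proteins.

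Summed over the 20 pluripotency genes, 41 regions were of Halo-Sox2 alone, against a median of 56 in matched random lists (middle 95%, 42 to 72), at percentile 2.0. The same class held 43 regions near the 16 neural genes, against 32 (22 to 45), 31 near the 12 trophoblast genes, against 30 (20 to 42), and 20 near the 12 mesendoderm genes, against 21 (13 to 31). Regions of Halo-Sox2a alone numbered 54 near the pluripotency genes, against 43 (30 to 56), 14 near the neural genes, against 22 (14 to 32), 26 near the trophoblast genes, against 22 (14 to 31), and 15 near the mesendoderm genes, against 13 (7 to 20). Regions gained with both proteins numbered 35, 11, 14 and 9 near the pluripotency, neural, trophoblast and mesendoderm genes, against 30, 15, 15 and 9. Among the 7 classes and 4 lists, only the pluripotency total of Halo-Sox2 alone lay outside the middle 95% of its random lists. It was close to the lower bound (41 against 42), and a single total outside its range among this many can arise by chance. A region within 50 kb of several listed genes was counted for each of them, while random genes were drawn independently. The random ranges may therefore be too narrow for lists that hold neighbouring genes. These percentiles describe the libraries and are not tests across replicates.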

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

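All tests of the peaks over Sox2 and Pgk1 were chosen only after the peaks had been seen, although the Pgk1 gene itself was picked before its scores were, because its promoter is a common part of expression vectors.

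The peak over Sox2 in the Halo-Sox2a list drew attention because its score of 12707 and rank of 2 stood far above the control, where the peak over the gene had a score of 120 and ranked 25825. The signal lies outside the comparisons of peak lists, which only count whether a peak is present. Extra copies of the genomic region around Sox2 would raise its neighbours as well, and the tables argue against them, since the highest of the other Halo-Sox2a peaks within 20 kb was at percentile 55.6. A candidate explanation is that reads from copies of the Sox2 transgene were placed on the endogenous gene, which has the same coding sequence unless the transgene was recoded. That reading needs the peak over the gene to stand out alone, which it did, with neighbours at or under percentile 55.6 against up to 87.5 in the control. The Halo-Sox2 line also carries a Sox2 transgene, however, and its highest peak over the gene ranked only 16305. That peak (34650496 to 34651336) lay within the interval of the Halo-Sox2a peak (34650416 to 34651365), while the control peak ran from 34649641 to 34650963. It was also the highest Halo-Sox2 peak within 20 kb, at percentile 81.7 against at most 72.2 beside the gene. Some transgene reads in that line are thus not excluded. The number of copies, their state or their sequence would still have to differ between the lines, and none of these was tested. A wrong label on a library was not tested, because the labels do not give the transgene sequences. The authors' filtering and the depth of the libraries act on all peaks of a list and leave a single peak at rank 2 unexplained. Opening of the endogenous gene by Halo-Sox2a stays among the open explanations, as untested.

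The peak over Pgk1 on chromosome X drew attention because its score was 1710 in the Halo-Sox2 list (106186725 to 106187220, rank 56) and 1916 in the Halo-Sox2a list (106186702 to 106187242, rank 19), against 432 in the control list (106186582 to 106187241, rank 2278). The scores were deposited without a stated scale and may not be comparable between lists, so the ranks carry the comparison. Ordinary variation of rank between lists was tested on the 730 regions of all 3 lists within 0.5 percentile points of Pgk1 in the control. Of these regions, 1 reached the percentile of Pgk1 in both transgene lists, and it was Pgk1 itself. Their median percentiles were 92.4 in the Halo-Sox2 list and 96.0 in the Halo-Sox2a list. For a gene not picked by its rank, this argues against ordinary variation as the whole cause. The transgene DNA may contain a Pgk1 promoter, in which case its reads would fall on the endogenous promoter, but the labels do not describe the vectors and this was not tested. A difference between clones and a change of the Pgk1 promoter in response to both proteins stay open as well.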

How the results depend on the processing

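Of 62 alternative values for the 13 results that answer the comparisons, 20 lay within the counting interval of the reported value, or within 1.5 times it for counts, and 42 lay outside. The intervals are narrow because the lists are long, so most settings moved a share beyond counting error. In all 7 alternatives, the highest of the 6 unshared shares was that of Halo-Sox2 peaks outside the control and the lowest was that of control peaks outside Halo-Sox2a. The number of peaks per list stayed within 1.5 times the reported number with a higher score minimum and on autosomes only, and no unshared share moved beyond its interval on autosomes only.

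The shares are given in the order Halo-Sox2 outside control, Halo-Sox2a outside control, control outside Halo-Sox2, control outside Halo-Sox2a, Halo-Sox2 outside Halo-Sox2a and Halo-Sox2a outside Halo-Sox2, for which the reported values were 49.3%, 33.4%, 37.5%, 22.0%, 38.7% and 35.4%. Requiring an overlap of at least 50% of the shorter peak gave 50.5%, 35.0%, 39.0%, 23.9%, 39.8% and 36.5%. A reciprocal overlap of at least 50% gave 59.5%, 44.7%, 50.4%, 36.0%, 49.8% and 46.8%. Counting peaks within 500 bp as shared gave 47.8%, 31.7%, 35.8%, 20.4%, 37.2% and 33.7%. These shifts follow from the construction of the settings, since a stricter overlap can only remove shared peaks and a looser one can only add them.

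Lists of equal size gave 45.9%, 27.7%, 45.1%, 26.5%, 37.2% and 37.1%, so that both shares of each pair of lists came close to each other. This follows from the construction, since lists of the same size must leave similar shares unshared where the number of shared peaks is nearly the same from either side. Keeping the peaks above percentile 50 of every list gave 50.4%, 31.3%, 39.2%, 20.2%, 40.001% and 36.5%, and the cause was not tested. Restricting the query list to peaks above percentile 75 and comparing it with all peaks of the other list gave 34.8%, 4.91%, 6.04%, 0.986%, 20.9% and 3.63%. Only the 2 shares of Halo-Sox2 peaks stayed above 20%, and the cause was not tested.

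With the peaks above percentile 50 of every list, the regions gained with both proteins fell to 5562 and the regions of all 3 lists to 21022, as fewer peaks entered. The share of gained regions near a gene end was 17.3% within 2.5 kb, 7.48% with lists of equal size and 3.96% with protein-coding genes only. The first and last of these follow from a wider window and from fewer genes, and the cause of the other was not tested. The share of the top Halo-Sox2 decile in no other list was 20.6% with a reciprocal overlap of 50%, a setting chosen after seeing the data, and stayed within its interval with a gap of 500 bp and on autosomes only. Among the other 14 results, 26 of 47 alternative values lay outside the same limits.

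The SOX and SOX-OCT motif alternatives were not run, because no genome sequence was used here. No paired analysis was possible because each group had 1 library, and for the same reason no fit left out a replicate. The unknown depth limits every statement that a peak is missing from a list, most of all for low-scoring peaks.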

Other observations

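Tests of chromosome copy number, of the neural, trophoblast and mesendoderm lists and of chromosome 8 were set before their own results were seen. The tests of a low score, of depth, of the shared gains and of the wide peak in Ptpdc1 were chosen only after the result was seen, and the comparison of clones could not be tested.

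The Halo-Sox2 list stood apart by regions found in no other list, including high-scoring ones. The tables argue against weak peaks near the calling threshold as the whole cause, since 14.3% of the top score decile had no counterpart, against 0.0357% for Halo-Sox2a and 0.0826% for the control. With a reciprocal overlap of 50% these shares were 20.6%, 0.917% and 0.95%. The same values argue against greater depth as the whole cause, since peaks called only because of depth would rank low in their list. Greater depth alone would also let the Halo-Sox2 list hold nearly all regions that score well in both other lists, yet it missed 2307 of 29004 regions above percentile 50 in both (7.95%, 7.65 to 8.27%). The Halo-Sox2a list missed 144 of 22184 of its own such regions (0.649%), and the control list missed 2661 of 26890 (9.90%, 9.54 to 10.3%), so Halo-Sox2 lay between the other lists by this measure. Copy number of some chromosomes would place the excess on those chromosomes, but the share of Halo-Sox2 alone was above both other single-list shares on each of the 20 chromosomes other than Y, between 21.0% and 27.9%. Chromosome Y, with 58 regions, was at 17.2% for Halo-Sox2 alone and for the control alone. What stays open is a difference between clones or library preparations, which cannot be told apart from an effect of the protein with 1 library per group. The design also gave the lines different doxycycline doses. A candidate biological explanation is opening of sites by Halo-Sox2 that Halo-Sox2a did not open to the same extent, and a second Halo-Sox2 library of another clone would test it.

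If the extra regions reflected opening near genes of other lineages, their totals near those genes might exceed matched random lists. The percentile of the Halo-Sox2 total among random lists was 95.6 for the neural genes, 55.3 for the trophoblast genes and 42.0 for the mesendoderm genes, all inside the middle 95%. With 12 to 16 genes per list, opening near these genes cannot be told apart from chance. The total near the pluripotency genes lay at percentile 2.0, below the middle 95%, which a single total among the many compared can reach by chance. For the same genes, Halo-Sox2a alone lay at 95.5 and the pair of Halo-Sox2a and control at 95.5. Random lists were matched on the number of regions, so fewer regions in a class leave more for the others. These percentiles are therefore not separate observations.

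Regions gained with both proteins may include calls missed in the single control library. They numbered 11695 with all peaks and 5562 with peaks above percentile 50, above the permuted ranges of 9059 to 9366 and 4658 to 4864, and 8318 with lists of equal size, below the range of 8407 to 8706. Permuted labels give each pair the same expected number, so the large pair of Halo-Sox2a and control lowers the place of the others, and these values do not measure how many calls the control missed. Above percentile 75 in both lists they numbered 596, more than the 274 and 5 of the other pairs together, and 424 against 310 and 6 with lists of equal size. Above percentile 90 the numbers were 82 against 10 and 0. How many strong calls a library misses by itself is unknown without replicates, and the Halo-Sox2 list missed those 274 or 310, so missed calls and shared opening cannot be told apart here, either for all regions or for the strong ones. Doxycycline, dye and sorting stay open too, since the labels do not say whether the control cells received them.

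Chromosome 8 held many peaks for its number of protein-coding genes, at place 2 of 19 autosomes in the Halo-Sox2 and Halo-Sox2a lists and place 1 in the control list. Stem cell lines could carry an extra copy, in which case its peaks would score higher in every list. Over regions of all 3 lists, chromosome 8 alone had the highest median percentile in 2 lists. It was at 64.6 against a median of 61.1 for the other autosomes in the Halo-Sox2 list, and 73.6 against 67.6 in the control list. In the Halo-Sox2a list it was level with chromosome 6 at 74.8, against a median of 72.1 for the other autosomes. An extra copy of chromosome 8 and an ordinary difference between chromosomes cannot be told apart from scores alone. No biological explanation was tested.

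The Halo-Sox2a list held 2 nuclear peaks wider than 5 kb, and the other lists held none. The first spanned 19614 bp on chromosome 13 from 48606355 to 48625968, in Ptpdc1, with a score of 208. In the control list a single peak covered 4.51% of that stretch, and in the Halo-Sox2 list a single peak covered 4.50%. The second spanned 23154 bp on chromosome 1 from 191368730 to 191391883, in Ppp2r5a, where the control list held 13 separate peaks covering 54.1% and the Halo-Sox2 list 12 covering 38.9%. The next widest nuclear peak of the Halo-Sox2a list was 4309 bp. A local gain of copies in the SES5.1 line might raise such a stretch in Ptpdc1, but peak positions without coverage do not separate it from a run of merged weak signal, so these cannot be told apart. No biological explanation was tested for either stretch.

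The highest-scoring peaks were alike in the 3 lists outside the Sox2 gene. Mitochondrial DNA held 2 of the 3 highest peaks in each list, with scores of 29664 and 16897 in the Halo-Sox2 list, 17991 and 11263 in the Halo-Sox2a list, and 18931 and 11874 in the control list. The same 3 nuclear sites followed in each list. In the control list they lay on chromosome 9 from 123461809 to 123462187 (score 4874), on chromosome 8 from 19784476 to 19785220 (score 4102) and on chromosome 2 from 22589522 to 22589834 (score 4101).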
